A study of Cricetulus griseus with 11 samples.

How the data were processed

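The study used CHO-K1, an established Chinese hamster ovary cell line, carrying Cas9 and a polymer-forming mutant of α1-antitrypsin under a doxycycline-inducible promoter. α1-antitrypsin is a secreted protease inhibitor that folds in the endoplasmic reticulum (ER), and the mutant protein assembles there into polymers. Per the labels' protocols, cells received a genome-wide knockout library of 125030 guide RNAs (L0) at a multiplicity of infection of 0.3 and were kept for 7 days in puromycin at 8 µg/ml. Doxycycline at 10 ng/ml for 24 h then switched on the mutant, and fixed, permeabilised cells were stained with an antibody that recognises polymers and sorted by fluorescence into brightest, medium and dull bins. Guides recovered by PCR from the fixed brightest cells were rebuilt into a derivative library (L1), which was put into fresh parental cells and sorted again to give L2. Unsorted libraries came from infected cells that received no doxycycline, so brightest and unsorted cells differ in doxycycline and in sorting at the same time. One protocol label names the starting library L1 where the design text and the treatment labels name L0, and the treatment labels were used here.

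The 11 libraries fall into 8 groups by their treatment labels. L0 unsorted, L2 unsorted and L2 brightest have 2 libraries each, and L1 unsorted, L1 brightest, L1 medium, L2 medium and L2 dull have 1. Replicate numbers name libraries in the order of the labels and pair nothing. The labels do not say whether duplicates came from separate cultures, sorts or DNA samples. The p-values per guide therefore measure only the spread between these libraries, which may be technical. Those of genes and lists rest on these tests and on how far guides of a gene, or genes of a list, go together. The sequencing reads were single-end reads of PCR products without molecular identifiers named in the labels, so intervals and floors given here cover counting error only.

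The authors' deposited count table holds whole-number counts of reads per guide, made with MAGeCK per the labels' protocols. The MAGeCK version, the mismatches allowed and any trimming are not given in the sources used here. The authors' deposited normalized table holds a signal that equals the raw count times 1 factor per library, from 0.611 to 1.50, and how the factors were set is not given in the sources used here. The authors' deposited gene ranking for L2 brightest against L0 unsorted holds, per the file headers, a rank aggregation score, a p-value with a false discovery rate, and a log2 fold change per gene. Its log2 fold changes were compared with those computed here from scaled counts with a pseudocount of 1. With counts scaled to the library totals, 21886 of 21896 entries of the ranking (99.95%) were within 0.001. With the factors of the normalized table, 0 entries were. The deposited library list pairs each guide sequence with a target name and holds no measurement. It has 20680 target names besides 1239 control guides, and 20554 genes have 6 guides. Of the target names, 18215 were found by symbol among the RefSeq genes of the assembly CriGri-PICRH-1.0, which served only for gene names and for which genes neighbour each other. Twnk is the name found there for a target that the library list gives only by a gene number. No genome of the library's design was used, so coordinates of the guide sites are not given.

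Counts as deposited went into edgeR 4.0.16 (R 4.3.3, limma 3.58.1): quasi-likelihood tests per guide with TMM scaling, on guides with a mean of at least 10 counts over the libraries of the fit, and Benjamini-Hochberg adjustment over guides with a threshold of 0.05. Gene calls came from robust rank aggregation, as in MAGeCK, of the guides ranked by the signed edgeR statistic in each direction, with guides beyond the top 25% of ranks ignored and at least 3 tested guides per gene. Gene p-values came from 1000000 random guide sets of the same size, so 1e-06 is the smallest they can give, and were adjusted over genes within each direction. Every adjusted p of a gene below is of this kind unless another test is named. The effect of a gene is the median log2 fold change of its tested guides, and the SD beside it is the spread over those guides. CPM of a gene are the counts summed over its guides, per 1000000 counts of the library. A fold against libraries in which a guide had no read was bounded with 3 counts over the group.

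The 17 gene lists, the tests, the groups and most alternatives were fixed before the data were examined. A list's median effect was set against 100000 random lists of genes with the same numbers of tested guides (two-sided permutation test, smallest possible p 2e-05, Benjamini-Hochberg over the lists), and its called members against all other genes with two-sided Fisher's exact tests. A further 7 lists (histone H3 lysine-9 methylation and the HUSH complex, histone H3.3 and its chaperones, NELF and transcription pausing, the microRNA pathway, mRNA decapping and decay, SUMO conjugation and removal, Rab prenylation) were written after the calls were seen, so their results are not independent evidence. Genes were named by a rule: per comparison the 15 genes with the smallest enriched p and the 5 with the smallest depleted p among those called, members of the first 8 lists that passed 0.05 adjusted over the list alone (at most 3 per list), the top 10 of the deposited ranking, and always Lman1, Mcfd2 and Surf4. Other genes appear as members counted in a list or as neighbours of each other, and were chosen after their values were seen. Results for some genes are not reported here, though counts of calls and list results include them.

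Comparisons with 1 library on a side have no replicate spread and no test. They are given as log2 ratios of CPM with a prior count of 2, as the median over a gene's guides, with the percentile among 10000 random guide sets matched on mean CPM in 20 bins, over the 111506 guides with a mean of at least 10 counts in the 11 libraries. Shares of reads carry exact (Clopper-Pearson) 95% intervals. Where genes lie next to each other was taken into account by an alternative chosen after seeing the data (as was the split of shared groups for overlaps): the median guide statistic of up to 50 tested genes on each side of a gene was subtracted before ranking, with at least 20 such genes required. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

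Each step was tested on simulated data drawn from the real guides' means and library sizes, with drift and 200 changed genes. Drift was drawn for each guide independently from the changes of control guides in the real comparison. For L2 brightest against L0 (20335 genes), 11 of 24 genes raised 4-fold (45.8%) and 20 of 25 raised 8-fold (80.0%) were called enriched, and 0 of 25 lowered 8-fold were called depleted. For L2 brightest against L2 unsorted (19307 genes), 16 of 21 raised 4-fold (76.2%) and 14 of 23 lowered 4-fold (60.9%) were called. For L2 unsorted against L0 (20343 genes), 9 of 24 raised 4-fold (37.5%), 23 of 25 raised 8-fold (92.0%) and 0 of 24 lowered 8-fold were called. In 5 data sets without any changed gene, at most 1 gene per direction was called in each comparison. These data sets hold no change shared by neighbouring genes, so false calls from such change are not covered. Of 1000 random lists of unchanged genes, 5.0% had p under 0.05. For the neighbours' level, 1 constant was added to the guide statistics of a block of 299 neighbouring genes. In the simulated L2 brightest against L0 comparison the block gave 177 calls before their neighbours' level was subtracted and 0 after. Such an even shift is removed almost by construction, so this does not show how uneven shifts are handled. Of 99 singly raised genes, 32 were called before and 32 after. In the other 2 comparisons these went from 46 to 44 of 94 and from 36 to 33 of 99.

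The duplicates were compared before use. Over guides with a mean of at least 10 counts, chi-square over its degrees of freedom was 1.31 for L0 unsorted, 1.33 for L2 unsorted and 1.33 for L2 brightest, above the sampling noise, and Pearson's r of log2 CPM across guides (0.1 CPM added) was 0.990, 0.992 and 0.991. Guides are not independent replicates, and the duplicates were kept as 2 libraries. Alternatives tried were DESeq2 1.42.0 in place of edgeR, other scaling (size factors, total counts, the deposited factors, control guides alone), other filters (any count, at least 50 counts), at least 2 guides per gene, the top 5% of ranks, a median test against 100000 random guide sets, all 6 libraries in 1 fit, each library left out in turn, prior counts of 0.5 and 10, duplicates added up, the guide GC trend removed, and the level of neighbouring genes removed. The control-guide scale, the added duplicates, the GC trend and the neighbours were chosen after seeing the data.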

Results

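The 11 libraries held between 32687425 and 47544440 guide counts each. Starting L0 cells kept 94.3% of the 125030 guides with at least 1 read, and the median guide had 310 counts in the first L0 library. Fewer guides were seen in later rounds: 86.9% in L1 unsorted and 87.2% in L1 brightest cells, 82.6% to 83.1% in L2 unsorted cells and 80.1% in L2 brightest cells, where the median guide had 117 counts in the first library. The effective number of guides, which weighs guides by their share of reads, was 67713 and 67696 in L0, 26286 and 26263 in L2 unsorted and 3418 and 3410 in L2 brightest cells. L2 dull cells held 37013 and L2 medium cells 16243. Much of this concentration came from guides against 2 partner genes, Atf7ip and Setdb1. Atf7ip guides made up 2.67% of reads (exact 95% interval 2.67% to 2.68%) in the first L2 brightest library and 0.0163% (0.0159% to 0.0167%) in the first L0 library. Setdb1 guides made up 1.63% (1.62% to 1.63%) and 0.0126% (0.0122% to 0.0129%). Control guides held 1.34% of L0 reads and 1.36% of L2 brightest reads.

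**Figure D1:**
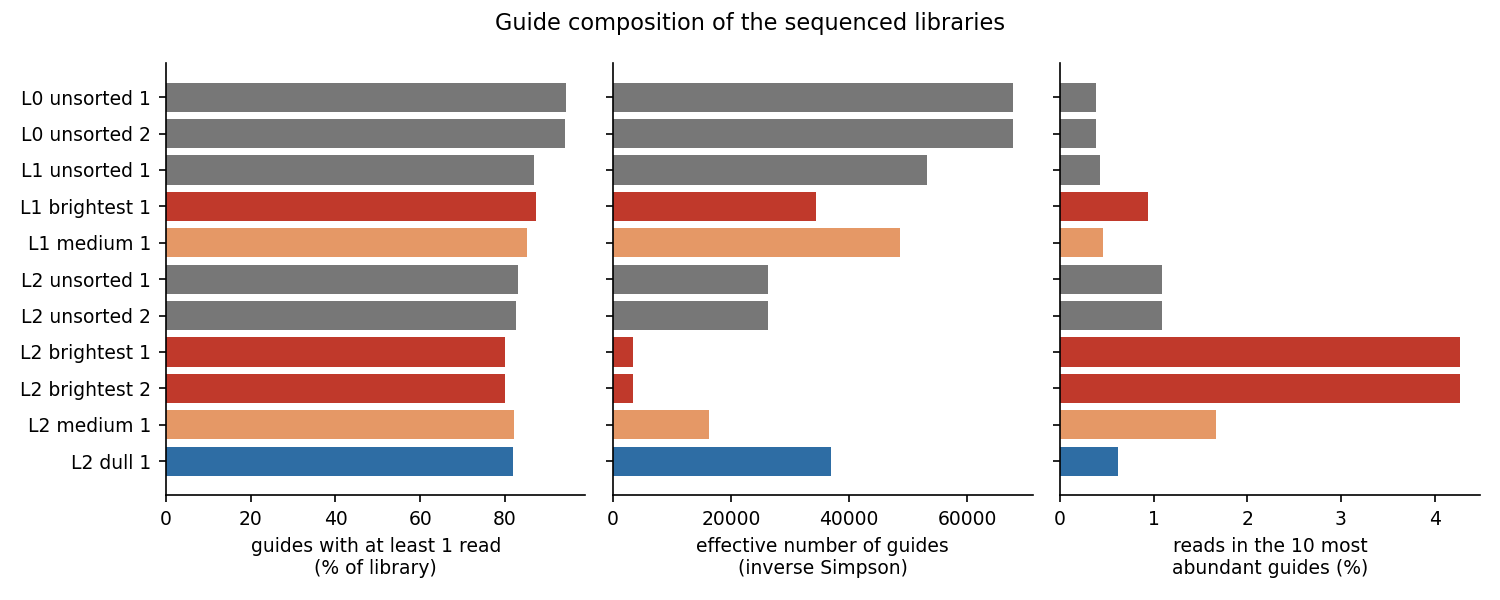
Composition of the 11 libraries (grey unsorted, red brightest, orange medium, blue dull): percent of guides with at least 1 read, effective number of guides (inverse Simpson), and percent of reads in the 10 most abundant guides. The last went from 0.384% in the first L0 library to 4.27% in L2 brightest cells.

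Guides against genes that keep chromatin silent were among the most enriched in L2 brightest cells over the starting L0 cells. Atf7ip and its partner Setdb1, the methyltransferase that marks histone H3 at lysine 9, came top, and Tlk2, a kinase that acts on the histone chaperone Asf1a, and Asf1a itself were called as well. Enriched too were genes of transport from the ER to the Golgi: the cargo receptors Lman1 and Surf4, the COPII coat proteins Sar1a, Sec23b and Sec24b, the exit-site protein Tfg and the GTPase Rab1a. Mcfd2, which binds Lman1 and works with it on cargo, was not called. Of 20288 genes tested, 87 were enriched and 4 depleted (edgeR quasi-likelihood tests per guide and rank aggregation per gene, Benjamini-Hochberg adjusted p under 0.05). Which genes were enriched depends on the method. Of the 87, 84 stayed enriched with DESeq2, 59 with duplicates added up and ranked by ratio, and 44 with the median against random guide sets. The median gene lay at −0.43 log2, a level that depends on the scaling (−0.92 with total counts, 0.08 with the deposited factors), so gene effects in this comparison are given relative to it.

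Atf7ip guides rose by 8.20 log2 above the median gene (SD over guides 1.39, 6 of 6 guides above it, adjusted p 0.000812), from a mean of 163.7 CPM in L0 (SD 0.571, n = 2) to 26750 CPM (SD 25.8, n = 2). Setdb1 rose by 7.96 log2 (SD 3.73, 5 of 6 guides, adjusted p 0.000812), from 125.6 to 16260 CPM. Kiaa1551, also known as Resf1 and linked to Setdb1 in silencing, rose by 5.08 log2 (SD 1.78), and the HUSH complex core gene Fam208a and its partner Morc2 were called as well, with 3.77 and 2.75 log2. Tlk2 rose by 6.28 log2 (SD 1.56, 5 of 5 guides) and Asf1a by 5.45 log2 (SD 2.5, 4 of 4 guides). Atrx, a chromatin remodeller that deposits histone H3.3 together with Daxx, rose by 5.39 log2 (SD 2.55; 4 of 5 guides were called up and 1 down), and the adjusted p was 0.000812 for each of the 3. The list of H3 lysine-9 methylation and HUSH genes had 5 of 16 members enriched over all genes (Setdb1, Atf7ip, Fam208a, Morc2, Kiaa1551; Fisher's exact p 5.43e-09). The list of histone H3.3 genes had 4 of 11 (Atrx, Daxx, Asf1a, Tlk2; Fisher's exact p 1.02e-07). Neither list moved as a whole (permutation p 0.356 and 0.958), and Ehmt1, Ehmt2, Cbx3 and Trim28 of the former were depleted when adjusted over the list alone. The calls over L0 cells therefore rest on the members named and not on every lysine-9 methylation gene.

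Nsd1, which methylates histone H3 at lysine 36, rose by 5.44 log2 above the median gene, Btaf1, an ATPase that takes TBP off DNA, by 5.25 log2, and Nelfa, a subunit of the pausing complex NELF, by 4.87 log2 (SD 1.54), with an adjusted p of 0.000812 for each. Irf2, a transcription factor of the interferon system, rose by 4.32 log2 (SD 0.66), and Actr8 of the INO80 remodeller by 4.14 log2. Nelfcd and Cdk13 of the NELF and pausing list were called as well, and the list as a whole did not move (0.20 log2 above random lists, permutation p 0.594). The median of the microRNA pathway list was 2.07 log2 above that of random lists (permutation p 2e-05), with 7 of 10 members above 0. Dicer1, Tnrc6a and Ankrd52 were called over all genes, and 5 of 10 when adjusted over the list alone. Tnrc6a, the scaffold of the microRNA silencing complex, rose by 4.49 log2, and Ankrd52, a phosphatase subunit that acts on Argonaute, by 4.03 log2. Among decapping and decay genes Dcp1a was called (3.08 log2, 1 of 16, list permutation p 0.0788). The SUMO list as a whole lay at −1.49 log2 relative to random lists (permutation p 0.016), while its proteases Senp3 (3.71 log2) and Senp1 (3.69 log2) were enriched. Among 9 Rab prenylation genes (−4.52 log2 relative to random lists, permutation p 0.00408) Ptar1, a prenyltransferase subunit, rose by 3.32 log2. Casc3 of the exon junction complex was called (adjusted p 0.00116, up to 0.925 over the alternatives) although its guides disagreed: 3 of 6 went up (7.71, 5.40 and 3.03 log2) and 3 went down (−8.40, −3.32 and −3.29 log2).

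Lman1, a lectin that carries glycoproteins from the ER to the Golgi, rose by 5.58 log2 above the median gene (SD 0.96, 5 of 5 guides, adjusted p 0.000812), from 22.6 CPM (SD 0.400, n = 2) to 603.5 CPM (SD 1.48, n = 2). Surf4, a cargo receptor with many soluble secreted clients, rose by 3.77 log2 (SD 0.73, 5 of 5 guides, adjusted p 0.00116), from 24.4 CPM (SD 1.32, n = 2) to 182.1 CPM (SD 0.593, n = 2). Mcfd2 lay 1.57 log2 above the median gene (SD 1.62, 5 of 6 guides, adjusted p 0.385). Sar1a, the GTPase that starts the COPII coat, rose by 4.75 log2 (SD 0.92, 3 of 3 guides, adjusted p 0.00661), Sec23b of the inner coat by 3.81 log2 (SD 1.00, 6 of 6 guides). Tfg, which organises ER exit sites, rose by 3.53 log2 (SD 2.11, 4 of 4 guides, adjusted p 0.00784) and Sec24b, a cargo-binding coat subunit, by 2.41 log2 (SD 4.19, 5 of 6 guides, adjusted p 0.0293). Rab1a, which steers ER-Golgi vesicles, rose by 3.98 log2 (SD 0.84, 4 of 4 guides) and the tether subunit Trappc12 by 2.74 log2 (SD 0.98, adjusted p 0.0109, 0.00893 to 0.0585 over the alternatives). Dpm3, a subunit of the enzyme that makes dolichol-phosphate-mannose for glycans, rose by 3.33 log2 (SD 0.85, 6 of 6 guides, adjusted p 0.00116). The mannosyltransferase Alg12 (3.07 log2) passed only adjusted over the list alone. Over all genes its adjusted p was 0.11, and 0.0400 and 0.0485 when an L0 library was left out. Ube2k, a ubiquitin-conjugating enzyme counted here with ER-associated degradation, rose by 4.34 log2 with a wide spread (SD 4.53, 5 of 6 guides), and Spcs1 of the signal peptidase by 2.62 log2 (adjusted p 0.0107).

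Set against all other genes, COPII and ER exit site genes held more calls than any other list fixed before the data were examined: 4 of 20 (Sar1a, Sec23b, Sec24b, Tfg; Fisher's exact p 1.45e-06, adjusted over the lists 2.47e-05) and 7 when adjusted over the list alone (also Sec24a, Sec24c, Sec31a). Its median lay 0.49 log2 above random lists (permutation, adjusted p 0.243, 0.000113 to 0.243 over the alternatives). Cargo receptors held 2 of 27 (Lman1, Surf4; 3 with Tmed3 adjusted over the list alone; median minus random lists −0.22 log2, permutation, adjusted p 0.596), and tethers and SNAREs 2 of 44 (Rab1a, Trappc12; 4 with Golga2 and Nbas adjusted over the list alone; −0.64 log2, adjusted p 0.0674). Among these fixed lists, only that of ER-associated degradation passed the test above random lists (0.63 log2, permutation, adjusted p 0.0408, 0.0408 to 0.176 over the alternatives). That result ended when L0 replicate 1 (0.58 log2) or either L2 brightest replicate (0.58, 0.60) was left out. With a mean of at least 50 counts it did not pass (0.56 log2, permutation, adjusted p 0.051). COPII passed there instead (1.19 log2, adjusted p 0.000113). Below random lists lay the cytosolic ribosome (−6.24 log2, list median −6.99, or −3.76 with bounds for guides at 0 reads), the proteasome (−6.67, list median −7.27 or −4.26 with bounds), lysosome genes (−4.62, list median −5.09 or −3.53 with bounds) and Mediator (−3.25), all with a permutation p of 2e-05. With a mean of at least 50 counts, a filter that leaves fewer of its members, the ribosome list turned to 0.30 (permutation, adjusted p 0.632). Signal peptide recognition and translocation (−3.37, list median −3.84 or −3.38 with bounds, permutation p 4e-05) and ER chaperones (−1.26, permutation p 0.00278) lay below as well. N-glycan assembly lay at −0.68 (permutation, adjusted p 0.0752), COPI at 0.08 (0.845), the unfolded protein response at −0.15 (0.753) and Golgi glycosylation at 0.22 (0.596). Autophagy lay at −0.27 (0.487), growth restraint and p53 at 0.11 (0.758) and SREBP genes at −0.52 (0.342).

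The RNA helicase Dhx33 fell to −6.72 log2 relative to the median gene, and Fam73b, a mitochondrial fusion protein also known as Miga2, to −3.59, with an adjusted p of 0.0135 for both. Lamtor4, which anchors mTORC1 on lysosomes, fell to −7.23 log2 (adjusted p 0.0406). These depleted calls are weak. Dhx33 had an adjusted p of 0.187 and 0.188 without L0 replicate 1 or 2, and Lamtor4 0.193 and 0.235, and Lamtor4 also failed without L2 brightest replicate 2 (0.0558). Over the alternatives the adjusted p ran from 0.00312 to 0.480 for Dhx33, 0.0198 to 0.387 for Lamtor4 and 0.00312 to 0.523 for Fam73b. With DESeq2, 1 gene was depleted, and over all alternatives 0 to 112.

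Enriched genes crowded on 1 chromosome, the one with the most library genes. Of 81 called genes with a place in the assembly, 52 lay there (64.2%, against 20.2% of all genes; odds ratio 7.18, Fisher's exact p 7.75e-18), and 26 had another called gene within 10 genes, where random sets had 6.73 on average (permutation p 0.0001, the smallest possible). The same chromosome held 50.0% of called genes in brightest over L2 unsorted cells and 61.0% in L2 unsorted over L0 cells, but called genes there were not closer to each other than in random sets (0 against 1.32, permutation p 1.0, and 4 against 1.73, permutation p 0.213). Slc7a7, an amino-acid transporter, the lipoprotein-receptor relative Lrp10, the small GTPase Rem2 and the cadherin Cdh24 belong to 1 run of neighbours called in brightest over L0 cells. Their calls ended once the level of neighbouring genes was removed (adjusted p 0.663, 0.538, 0.234 and 0.863). The corepressor Ctbp1 was one such gene. Its fold, given as it is and not relative to the median gene, was 1.75 log2 (SD over guides 0.245). It became 1.18 log2 because its neighbours lay at 0.576. Its adjusted p went from 0.00329 to 0.119 (0.00169 to 0.168 over the alternatives). Morc2 went the same way, on the same scale from 2.33 to 1.77 log2 (SD 1.59, neighbours 0.554). Its adjusted p went from 0.0188 to 0.194, and that of Dicer1 from 0.0484 to 0.0877 with neighbours at −0.004. On this scale the neighbours of all genes had a median of −0.436. Lman1, Surf4, Sar1a, Sec23b, Sec24b, Tfg, Rab1a and Trappc12 all stayed called. Of the 81 enriched genes with a place, 52 stayed.

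**Figure D2:**
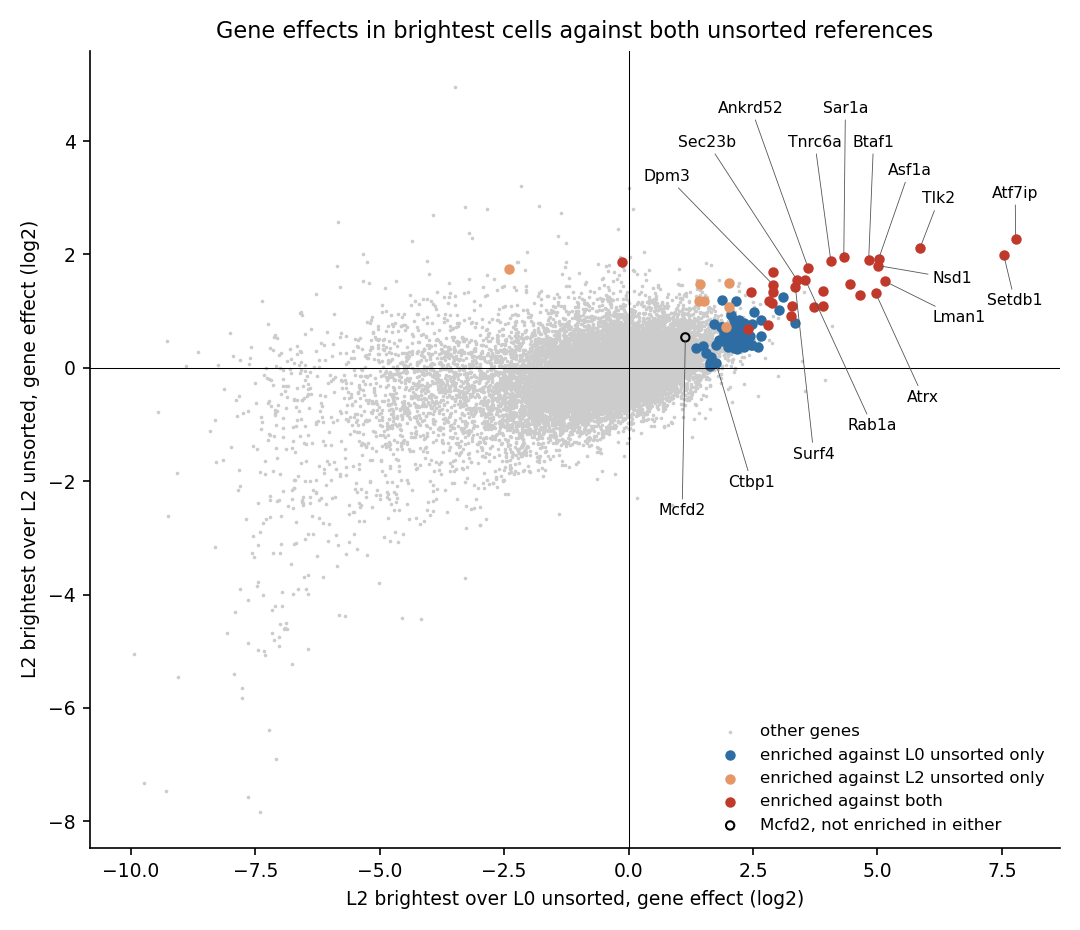
Gene effects (median log2 fold change over guides) in L2 brightest over L0 cells (x) and L2 brightest over L2 unsorted cells (y); blue, enriched against L0 only; orange, against L2 unsorted only; red, both; grey, other genes. Atf7ip, at 2.27 log2 on y, lies at the far end, and the open circle is Mcfd2 (0.54 log2 on y).

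At the level of guides almost everything differed: 43425 guides rose and 60985 fell of 114157 (91.5%), and so did 1095 of 1216 control guides (90.0%), so single guides carry drift that the 2 near-identical libraries of each group do not measure. With total counts 31760 rose and 73006 fell, and with the deposited factors 54495 rose and 50419 fell. The deposited ranking for the same comparison called 94 genes enriched and 1 depleted, and 81 of the 94 were called here. Its leader Atf7ip (7.28 log2) is the leader here, and Setdb1 (7.04), Lman1 (4.12) and Sec23b (2.89) were called in both. All 20 genes at its top were called here.

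**Figure D3:**
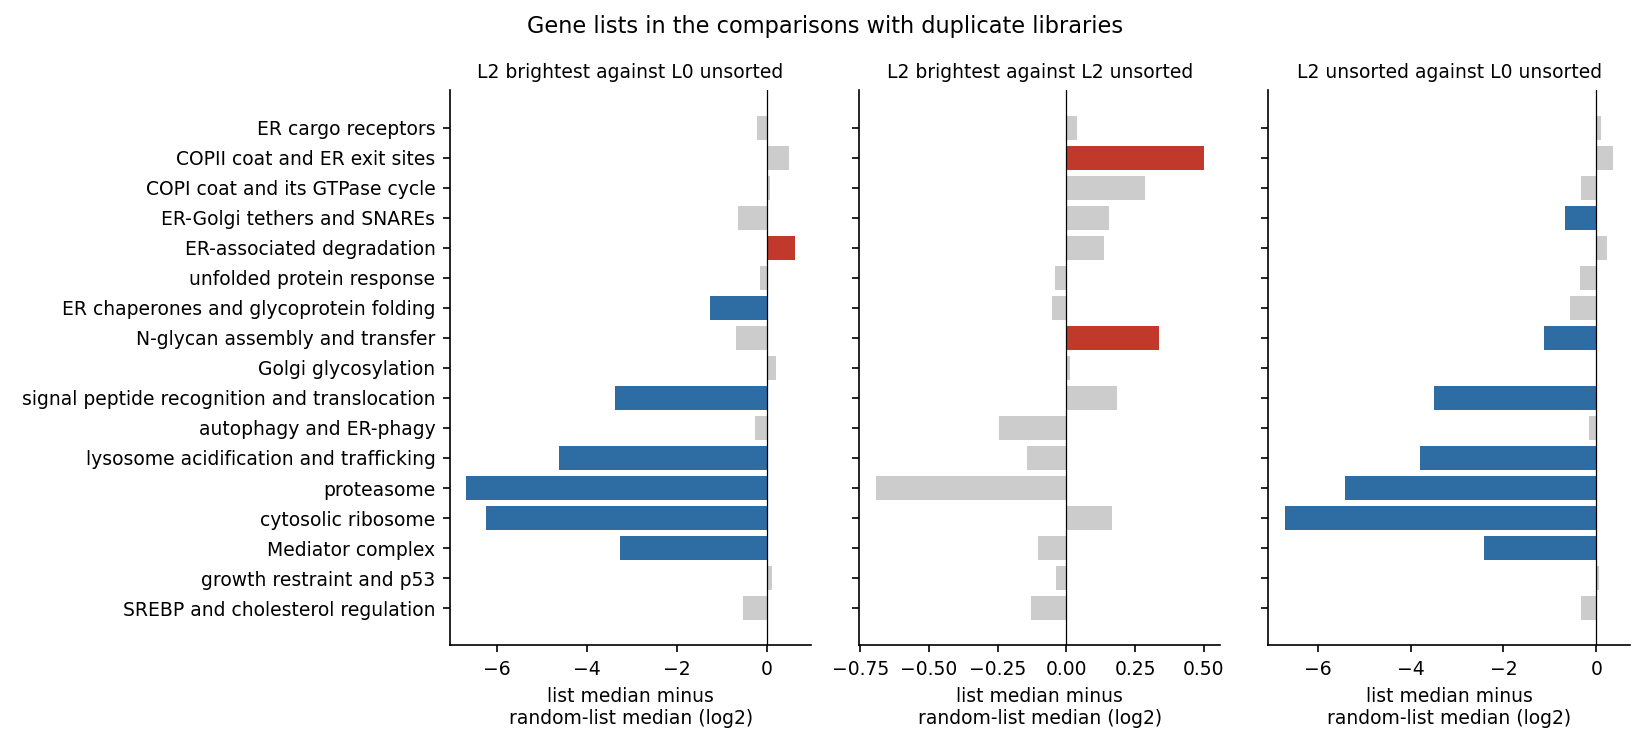
Gene lists fixed before the data were examined, in 3 comparisons: list median minus the median of random lists (log2). Red and blue mark an adjusted p under 0.05 above and below (for COPII in L2 brightest over L2 unsorted cells 0.50 log2), grey all others.

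Against L2 unsorted cells, which carry the same derivative library, the brightest cells were again enriched for loss of Atf7ip, Tlk2, Setdb1 and Asf1a, and of the secretory genes Sar1a, Sec23b, Rab1a, Lman1 and Surf4. Dpm3 was called again. The tethering protein Nbas, which acts in traffic between Golgi and ER, was called in this comparison only. In brightest over L0 cells its adjusted p was 0.0733, and 0.0474 with a mean of at least 50 counts. The difference between comparisons was not tested. Mcfd2 stayed uncalled. The all-gene median was −0.03 log2 and effects are given as they are. Of 18380 genes, 37 were enriched and 0 depleted (edgeR quasi-likelihood and rank aggregation; 962 genes had an unadjusted depleted p under 0.05, and DESeq2 gave 0 and 965). The 37 depend on the method. With duplicates added up and guides ranked by ratio 8 genes were enriched, 6 of them among the 37, and with the median against random guide sets 0 (edgeR, 1034 at unadjusted p under 0.05; Atf7ip adjusted p 0.11).

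Atf7ip rose by 2.27 log2 (adjusted p 0.000875, 0.000835 to 0.11 over the alternatives), Tlk2 by 2.11, Setdb1 by 1.99, Asf1a by 1.92, Btaf1 by 1.90, Tnrc6a by 1.88, Casc3 by 1.87, Nsd1 by 1.8, Ankrd52 by 1.76, Nelfa by 1.47, Ube2k by 1.35, Atrx by 1.31, Kiaa1551 by 1.29 and Irf2 by 1.1 log2, with the same adjusted p of 0.000875. Actr8 rose by 1.08 log2 (adjusted p 0.00441) and Senp3 by 1.1 log2 (0.00153). The H3 lysine-9 list (0.93 log2 above random lists), the NELF list (0.81) and the microRNA list (0.77) moved as wholes here (permutation p 2e-05 for each), and 3 of 14, 1 of 12 and 2 of 10 of their members were called over all genes. Atrx, Daxx, Asf1a and Tlk2 were called from the H3.3 list (0.08 log2 above random lists, permutation p 0.633). Senp1, Senp3 and Ptar1 were called from lists that did not move (SUMO permutation p 0.79, Rab prenylation 0.954). Decapping genes had 0 calls and lay 0.31 log2 above random lists (permutation, adjusted p 0.0639).

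Sar1a rose by 1.95 log2 (adjusted p 0.00990, 0.00810 to 0.637 over the alternatives), Sec23b by 1.55 (0.000875, 0.000835 to 0.269), Rab1a by 1.55 (0.00153, 0.00139 to 0.504), Lman1 by 1.53 (0.000875, up to 0.407) and Surf4 by 1.43 log2 (0.000875, up to 0.504). In CPM Lman1 went from 233.4 (SD 0.891, n = 2) to 603.5 (SD 1.48, n = 2), Surf4 from 81.9 (SD 0.0698, n = 2) to 182.1 (SD 0.593, n = 2) and Mcfd2 from 126.8 (SD 1.56, n = 2) to 157.5 (SD 3.2, n = 2; 0.54 log2, adjusted p 0.93). Dpm3 rose by 1.47 log2 (adjusted p 0.000875). Nbas rose by 0.73 log2 (adjusted p 0.0408, 0.0345 to 0.870 over the alternatives) and lost its call without either L2 unsorted library (0.257, 0.266). Tfg (1.25 log2, adjusted p 0.0626) and Trappc12 (0.79 log2, 0.0685) were not called, but passed without L2 unsorted replicate 1 or 2 (Tfg 0.0452 and 0.0434, Trappc12 0.0426 and 0.0492), with the deposited factors (0.0490 and 0.0312) and with any count (0.0357 and 0.0275). Alg12 (1.12 log2) and Mpdu1, which helps dolichol-linked mannose to be used (1.18 log2), passed adjusted over the list alone, as did the COPI GTPase activator Arfgap2 (1.1 log2). COPII and ER exit site genes rose as a list, 0.50 log2 above random lists (permutation, adjusted p 0.0034), with 2 of 17 called over all genes (Sar1a, Sec23b) and 6 adjusted over the list alone (also Sec24a, Sec24b, Sec31a, Tfg). N-glycan assembly genes also rose as a list (0.34 log2, permutation, adjusted p 0.0182, 0.00969 to 0.0230 over the alternatives), with an adjusted p of 0.169 without L2 brightest replicate 2 and 0.256 without L2 unsorted replicate 2.

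Cargo receptors held Lman1 and Surf4 (2 of 24, Fisher's exact p 0.00106) and lay 0.04 log2 above random lists (permutation, adjusted p 0.804), and tethers held Rab1a and Nbas (2 of 35, 0.15 log2, adjusted p 0.34). COPI genes lay at 0.28 (permutation, adjusted p 0.197), ER-associated degradation at 0.14 (0.393), signal peptide recognition at 0.19 (0.482), the unfolded protein response at −0.04 (0.804), ER chaperones at −0.05 (0.804) and Golgi glycosylation at 0.01 (0.922). Autophagy and ER-phagy genes lay at −0.25 (permutation, adjusted p 0.0765, and 0.0340 without L2 brightest replicate 1). Lysosome genes lay at −0.14 (adjusted p 0.68), the proteasome at −0.69 (0.197, 5 genes left to test), the ribosome at 0.17 (0.68), Mediator at −0.10 (0.68), growth restraint at −0.04 (0.804) and SREBP genes at −0.13 (0.621). With any count, lysosome genes (−0.43, adjusted p 0.0398), the proteasome (−0.84, 0.00929) and Mediator (−0.55, 0.000680) passed below random lists. Of 94723 guides 36297 rose and 37926 fell (26969 and 48560 with total counts, 42831 and 31652 with the deposited factors), and 858 of 1098 control guides differed (78.1%).

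L2 unsorted cells had neither doxycycline nor a sort in their own round, but their library had been rebuilt 2 times from brightest cells, and they shared part of the genes enriched over L0. Atf7ip, Setdb1, Lman1, Atrx and Tlk2 had the largest effects among the named genes. Sar1a, Sec23b, Surf4 and Dpm3 were not called in this comparison. Depleted were, among others, Twnk, the helicase of mitochondrial DNA, Pgs1, which acts in cardiolipin synthesis, and the corepressor Trim28. Of 20296 genes 45 were enriched and 14 depleted (47 and 7 with total counts, 46 and 39 with the deposited factors), and over all alternatives 0 to 146 were depleted. Of the 45, 40 stayed enriched with DESeq2, 26 with duplicates added up and ranked by ratio, and 23 with the median against random guide sets. The median gene lay at −0.26 log2, and effects are given relative to it.

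Atf7ip rose by 5.87 log2 (SD 0.87) and Setdb1 by 5.61 (SD 3.06), Atrx by 4.14, Tlk2 by 3.92, Kiaa1551 by 3.65, Nsd1 by 3.35 and Nelfa by 3.27 log2, with an adjusted p of 0.00169 for each. Lman1 rose by 4.21 log2 (SD 1.33, adjusted p 0.00338), Asf1a by 3.41 (0.00271), Btaf1 by 3.09 (0.00338), Irf2 by 3.03, Actr8 by 2.85 (0.0165), Ube2k by 2.67 (0.00271), Dicer1 by 2.57 (0.00971), Dcp1a by 2.12 (0.00271) and Tnrc6a by 1.95 log2 (0.00534). Rab1a rose by 2.30 log2 (adjusted p 0.0469, 0.0353 to 0.201 over the alternatives) but not without L0 replicate 1 (0.0537) or L2 unsorted replicate 1 (0.0665). Without subtracting the median gene its fold was 2.05 log2. With its neighbours' level removed this became 1.92 log2 (SD 0.963, neighbours at 0.123) and its adjusted p went to 0.0913. Surf4 lay 2.16 log2 above the median gene (SD 1.05, adjusted p 0.19, 0.0275 to 0.905), Sec23b 2.04 (SD 1.12, adjusted p 0.0659, 0.0427 to 0.256), Sar1a 2.27 (0.255), Tfg 2.86 (0.0828) and Mcfd2 1.25 log2 (0.701). Ctbp1 rose by 2.01 log2 (SD 0.19, adjusted p 0.00169, 0.00150 to 0.0971).

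Relative to the median gene, Dhx33 fell to −8.34 log2 (−7.92 with bounds), Lamtor4 to −6.88 (−5.96 with bounds), Twnk to −6.74 and Pgs1 to −4.10 log2. The adjusted p was 0.0325 for each, and 0.00369 to 0.609, 0.0185 to 0.295, 0.0203 to 0.633 and 0.0203 to 0.327 over the alternatives. Fam73b was short of a call (−2.89 log2, adjusted p 0.0552, 0.0490 with 1 library left out). Rtcb, the ligase that joins the 2 parts of Xbp1 mRNA in the unfolded protein response, was depleted adjusted over the list alone (−7.06 log2, −6.66 with bounds). Lists of genes that cells need to grow fell relative to random lists. The ribosome lay at −6.71 log2 (list median −7.17 or −3.49 with bounds; with a mean of at least 50 counts −0.32, adjusted p 0.703), the proteasome at −5.41 (−5.78 or −3.77) and lysosome genes at −3.80 (−4.08 or −3.34). Signal peptide recognition lay at −3.49 (−3.76 or −3.28) and Mediator at −2.43 log2, and all 5 had a permutation p of 2e-05. N-glycan assembly lay at −1.13 log2 (permutation p 0.00026) and tethers and SNAREs at −0.68 (permutation p 0.00666). With a mean of at least 50 counts both lost their call (−0.51, adjusted p 0.103, and −0.33, adjusted p 0.255). The remaining lists were ER chaperones (−0.57, permutation, adjusted p 0.085, and −0.64, 0.0419 with a mean of at least 50 counts), cargo receptors (0.10, 0.781; Lman1 called), COPII (0.37, 0.338, and 0.89, 0.00102 with a mean of at least 50 counts; 0 called by edgeR and rank aggregation over all genes, 3 adjusted over the list alone), COPI (−0.33, 0.5, and −1.31, 0.0230 with any count), ER-associated degradation (0.24, 0.44; Ube2k called), the unfolded protein response (−0.35, 0.44), Golgi glycosylation (0.01, 0.974), autophagy (−0.15, 0.642), growth restraint (0.06, 0.862; Nf2 and Amotl2 enriched and Keap1, Lats1 and Ptpn14 depleted adjusted over the list alone) and SREBP genes (−0.32, 0.472). MicroRNA genes lay 1.07 log2 above random lists (permutation p 0.00062; Dicer1, Tnrc6a and Ankrd52 called), and decapping genes 0.62 (permutation, adjusted p 0.0509). SUMO genes lay at −1.64 (permutation p 0.0025) and Rab prenylation genes at −3.14 (0.0035). H3 lysine-9 genes lay at 0.13 (permutation p 0.688), H3.3 genes at 0.25 (0.49) and NELF genes at 0.15 (0.628).

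Brightest over L0 and brightest over L2 unsorted cells shared 30 enriched genes, with 0.175 looked for if they were unrelated, among them Atf7ip, Setdb1, Tlk2, Asf1a, Lman1, Surf4, Sar1a, Sec23b, Rab1a and Dpm3. Brightest over L0 and L2 unsorted over L0 cells shared 39 (0.193), and brightest over L2 unsorted and L2 unsorted over L0 cells 21 (0.0906). Each pair shares a group, and with 1 of its libraries used for each comparison 30 and 32, 35 and 36, and 19 and 22 enriched genes were shared in the 3 pairs. That split removes shared reads but not drift that both libraries of a group carry. In 5 simulated data sets with drift and no changed gene, 0 genes were called in both of any pair, where at most 1 gene per comparison was called at all. At an unadjusted p under 0.01, 21 to 26, 48 to 66 and 0 to 6 genes were shared in the 3 pairs, with 2.3, 2.3 and 2.21 looked for if unrelated.

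Across rounds and bins, guides against most of the called genes tracked brightness. These comparisons rest on 1 library for some bins and have no test. Atf7ip guides held 2.67% of reads in L2 brightest, 1.04% (exact 95% interval 1.03% to 1.04%) in medium and 0.267% (0.266% to 0.269%) in dull cells, and 0.628% (0.625% to 0.630%) in the first L2 unsorted library. Lman1 held 0.0602% (0.0594% to 0.0611%), 0.0364% (0.0358% to 0.0370%), 0.0171% (0.0168% to 0.0175%) and 0.0234% (0.0229% to 0.0239%), and Surf4 0.0182% (0.0178% to 0.0187%), 0.0151% (0.0148% to 0.0155%), 0.00695% (0.00671% to 0.00719%) and 0.00818% (0.00790% to 0.00847%). Of the 87 genes enriched over L0, 63 stood lower in L2 dull than in L2 unsorted cells, where 50.1% of all genes did, and 81 lower in dull than in medium cells (50.3%). Dull over unsorted, Tlk2 stood at −1.55 log2, Atf7ip at −1.14, Ankrd52 at −0.85, Sec23b at −0.77, Atrx at −0.74, Lman1 at −0.62, Nelfa at −0.62, Dpm3 at −0.57, Rab1a at −0.50, Surf4 at −0.25, Mcfd2 at −0.07, Ctbp1 at 0.03, Sar1a at 0.11 and Tnrc6a at 0.14. The L2 library was rebuilt from L1 brightest cells, so values of L1 feed into the calls. In L1, brightest over unsorted was 2.77 log2 for Tlk2, 2.69 for Setdb1, 2.61 for Atf7ip, 1.52 for Sec23b, 1.39 for Lman1, 0.77 for Surf4 and 0.09 for Mcfd2.

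**Figure D4:**
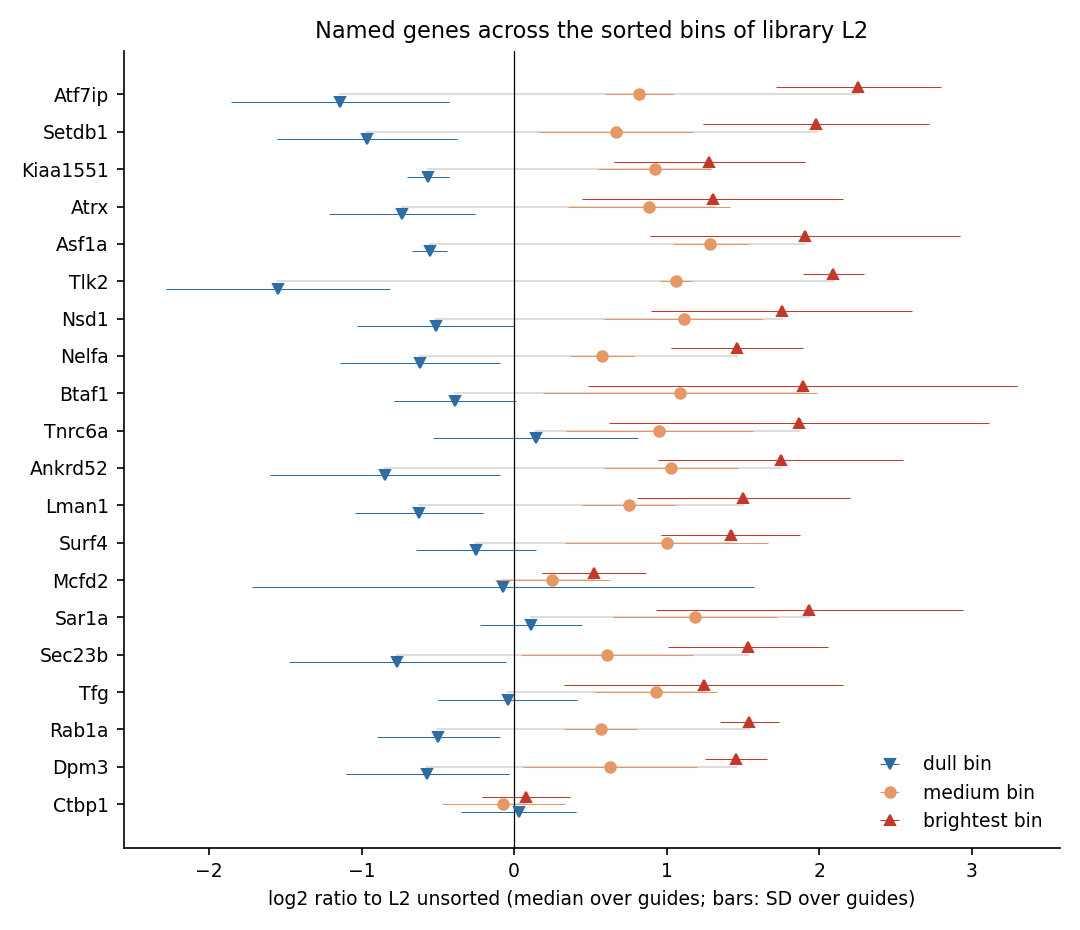
Log2 ratio to L2 unsorted cells of L2 dull, medium and brightest cells for 20 named genes, as median over guides with bars for the SD over guides. Tlk2 dull lies at −1.55.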

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

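All 4 results below were picked by 1 rule set before the data were examined: an effect of opposite sign in L1 and L2 for every pair of libraries, for a named gene. Each rests on comparisons with a single library in at least 1 group, and the differences between rounds were not tested. Of 40 named genes, 2 met this rule in the brightest bin and 2 in the medium bin. Arfgap2, an activator of the COPI GTPase, stood at −0.032 log2 in L1 and 1.081 in L2 for brightest over unsorted cells, a difference of 1.112 (median over 6 guides). Summed over guides, it held 0.00701% (0.00672% to 0.00730%) of reads in L1 unsorted and 0.00814% (0.00784% to 0.00845%) in L1 brightest cells. Its sign in L1 therefore depends on how the guides are combined. Tmed8, a relative of cargo receptors, stood at 0.734 in L1 and −0.721 in L2 for brightest cells (difference −1.455) and at 0.758 and −0.592 for medium cells (difference −1.35). Ctbp1, a corepressor, stood at 0.603 in L1 and −0.071 in L2 for medium cells (difference −0.674). Arfgap2 and Tmed8 were named only for L2 brightest over L2 unsorted cells, adjusted over a list alone. Over all genes their rank aggregation adjusted p there was 0.342 (enriched) and 0.871 (depleted). They were thus picked by the L2 values that are set against L1, and such a choice can itself give a difference between rounds.

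Silencing genes led the brightest cells, and growth advantage or library drift without the sort was set against an effect on polymer level, with a prediction written before the result was seen. Growth or drift would place the 9 chromatin genes in dull cells at or above their level in unsorted cells. Their median dull over unsorted was −0.708 log2 (random guide sets −0.079 to 0.189), with 8 of 9 below 0, which growth or drift alone would not give, though this rests on 1 dull library and leaves the explanation open. Brightest over medium was 0.531 in L1 and 0.488 in L2, for genes picked by their brightest values. Guide GC content was tested after the result was seen, and 9 of 9 stayed called with the GC trend removed. Dull and unsorted cells also differ in doxycycline.

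Most single guides differed between groups, control guides included: 90.0% of 1216 control guides against 91.5% of all guides in L2 brightest over L0 cells (chosen after the result was seen), which random change of guide abundance would give. Random change was then set against the gene calls, with a prediction written before. Random sets of 6 control guides reached the p of the last called gene (0.000214) in 0.0099% of 20200 sets (2 sets, at most 1 in any of 100 shuffles), against 0.429% of genes called. Random change would therefore give a share of called guides as high as that seen. Gene p-values came from random guide sets, so a low share of control sets was close to given by construction. The sets reuse the same 1216 control guides and cannot show change shared by guides of a gene or of neighbouring genes. They argue only against guides that change independently of each other as the source of the gene calls as a group. Random change does not account for all guide calls either. In this comparison 22 of 22 proteasome genes and 32 of 34 ribosome genes lay below 0 (permutation p 2e-05 for each list).

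The crowding of enriched genes on the chromosome with the most library genes was weighed after it was seen, with the explanation that guides of neighbouring genes change together, as after a gain or loss of a stretch of chromosome in a clone of cells. With the level of neighbouring genes removed, 24 of 52 called genes on that chromosome stayed called, and 28 of 29 on the others did. Effects set against neighbours are given as they are, not relative to the median gene. The 29 genes that lost their call had a median effect of 2.12 log2 (SD 0.353) before. It was 1.48 log2 (SD 0.664) after, since their neighbours lay at 0.576. The neighbours of all genes had a median of −0.436, so values after lie higher by that level than values before. The explanation is left open for that chromosome, since the genes that lost their call kept a median of 1.48 log2 over their neighbours. Some lost much of their fold, such as Slc7a7 (2.193 to 1.082 log2) and Cdh24 (1.358 to 0.412). Others kept most of it, such as Gphr (2.899 to 3.113 log2) and Vstm2a (2.12 to 2.22), so a lost call alone does not decide. The apparent rise of these 2 comes from that offset, since their neighbours (−0.214 and −0.092) lay above −0.436. The explanation does not account for the calls elsewhere as a group, where 28 of 29 stayed. Whether copy number changed was not analysed here, since only guides were counted.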

How the results depend on the processing

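The added duplicates, the control-guide scale, the GC trend and the neighbours' level were chosen after the results were seen, and the other alternatives before. Left-out libraries leave 1 library in a group, which is assumed to vary like the other group. Of the values for named genes, 1541 were the same under other settings, 93 lost a call, 16 gained one and 13 reversed. Signs were read from effects not relative to the median gene, so the 13 include reversals that scaling alone gives. With a library left out 456 were the same, 11 lost a call, 7 gained one and 2 reversed. For lists 280 were the same, 5 lost, 7 gained and 14 reversed, and 192, 5, 1 and 6 with a library left out. Of counts 151 were the same and 23 moved, and of values without replicates 1103 were the same and 4 moved. A count of calls was taken as the same within a fixed ratio, whichever genes or guides it held. In brightest over L0 cells 61 enriched genes, with the neighbours' level removed, passed as the same as 87. A value without replicates was taken as the same if it moved by less than the SD over guides. Most lost calls came from the median against random guide sets (39) and from duplicates added up and ranked by ratio (25). Simulated genes lowered 8-fold were called in 0 of 25 in brightest over L0 cells and in 21 of 25 in brightest over L2 unsorted cells, so fewer true losses can be called in the former.

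In L2 brightest over L0 cells 4 genes were depleted, against 1 with DESeq2, 112 with duplicates added up and ranked by ratio, 0 with the median test, 0 with the top 5% of ranks, 1 with total counts, 80 with the neighbours' level removed and 2 to 4 with a library left out. In L2 brightest over L2 unsorted cells 37 were enriched, against 8 with duplicates added up and guides ranked by ratio and 0 with the median test. In L2 unsorted over L0 cells 14 were depleted, against 0 with DESeq2, 9 with control guides as scale, 39 with the deposited factors, 146 with duplicates added up and ranked by ratio, 26 with the median test, 1 with the top 5% of ranks, 7 with total counts and 60 with the neighbours' level removed. The cause was not tested for any of these.

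Effects and signs in this paragraph are as they are, not relative to the median gene. Casc3 reversed in brightest over L0 cells to 0.37 log2 with the deposited factors and 3.01 with a mean of at least 50 counts. In L2 unsorted over L0 cells it reversed to 1.19 with at least 50 counts, where fewer of its guides were tested. Tmed3 reversed to 0.34 in brightest over L0 cells with at least 50 counts, and to −0.16 with control guides as scale and −0.28 with total counts in L2 unsorted over L0 cells. Tmed8 in brightest over L0 cells lay near 0: 0.0014 with 6 libraries in 1 fit, 0.51 with the deposited factors, 0.077 with duplicates added up, 0.0026 with any count, and −0.0284 to 0.0234 with a library left out. Total counts reversed Ctbp1 in brightest over L2 unsorted cells (−0.14) and Arfgap2 in L2 unsorted over L0 cells (−0.041), and any count reversed Lamtor4 in brightest over L2 unsorted cells (0.27). Scaling moves all genes by a constant, which is the cause where it reversed a value near 0. The median gene moves by the same constant, so relative to it those values did not reverse. For the other reversals the cause was not tested.

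For lists in brightest over L0 cells, 1 (ER-associated degradation) lay above random lists, and 0 with any count. With a mean of at least 50 counts COPII took its place, at 1.19 log2. With a library left out the result did not always hold. In brightest over L2 unsorted cells 2 lay above (1 to 2 with a library left out) and 0 below (lysosome genes, the proteasome and Mediator, 3, with any count, 0 to 1 with a library left out), and in L2 unsorted over L0 cells 0 lay above and 1, COPII, with at least 50 counts. Medians minus random lists reversed with any count for COPI (−0.77) and growth restraint (−0.026) in brightest over L0 cells, for cargo receptors (−0.18), signal peptide recognition (−0.078), the ribosome (−0.11), growth restraint (0.053) and SREBP (0.22) in brightest over L2 unsorted cells, and for Golgi glycosylation (−0.035) in L2 unsorted over L0 cells. With at least 50 counts the ribosome (0.30) reversed in brightest over L0 cells, Golgi glycosylation (−0.012), lysosome genes (0.20) and growth restraint (0.0044) in brightest over L2 unsorted cells, and COPI (0.16) and Golgi glycosylation (−0.036) in L2 unsorted over L0 cells. With a library left out, cargo receptors ran from −0.1294 to 0.035 and Golgi glycosylation from −0.0397 to 0.047 in brightest over L2 unsorted cells, and Golgi glycosylation from −0.0188 to 0.0347 in L2 unsorted over L0 cells. The cause was not tested. At 10 counts or more, detected guides ran from 92.73% to 72.3% of the library in place of 94.28% to 80.05%. With the deposited ranking 248 enriched genes were shared at a threshold of 0.25 and 45 at 0.01, in place of 81, which a looser or stricter threshold gives by construction. No paired analysis was possible because replicate numbers follow the order of the labels and the labels pair no libraries.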

Other observations

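Genes whose loss marked brightest cells include several with no place in the secretory pathway. The pairs Atf7ip and Setdb1, Tlk2 and Asf1a, and Atrx and Daxx act on histone H3 and its marks. The 9 chromatin genes stood 1.88 log2 above unsorted cells in L1 brightest cells (median over members, random guide sets −0.03 to 0.28) and 1.30 in L2 brightest cells (−0.02 to 0.39), and 8 secretory genes stood at 1.20 and 1.46. The genes were picked by their L2 brightest values, and L2 was rebuilt from L1 brightest cells, so both brightest bins depend on that choice. The dull and medium bins were not used in it. In L2 dull cells the chromatin genes stood at −0.71 and the secretory genes at −0.15 over unsorted cells (random sets −0.10 to 0.20), with 1 of 9 and 3 of 8 above 0. At the dull end Atf7ip, Tlk2 and Setdb1 stood at −1.14, −1.55 and −0.97 log2, and among secretory genes Sec23b and Lman1 at −0.77 and −0.62 but Sar1a at 0.11 and Tfg at −0.04. The bins alone cannot separate a change in how much of the protein is made from a change in how it leaves the ER: mRNA and total α1-antitrypsin of these cells were not analysed here. These groups of genes were chosen after the calls were seen.

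The median of the microRNA pathway list stood at 1.20 log2 in L1 unsorted over L0, 0.62 in L1 brightest over L1 unsorted and −0.37 in L2 dull over L2 unsorted cells, values with no test. Members differed: 3 of 10 stood above 0 in dull cells, Tnrc6a among them (0.14). Dicer1, Tnrc6a and Ankrd52 act at separate steps, cutting of the microRNA, silencing and recycling of Argonaute. Tethers and SNAREs (Rab1a, Trappc12, Nbas and others) stood at −0.23 in L2 dull over unsorted cells and 0.13 in L1 brightest over unsorted cells, and COPII genes at 0.31 in L2 brightest, 0.31 in L2 medium and 0.00 in L2 dull over unsorted cells. The microRNA list was chosen after the calls were seen, and no further hypothesis was tested.

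Mcfd2 guides held 0.0155% (exact 95% interval 0.0151% to 0.0160%) of reads in the first L2 brightest library, 0.0142% (0.0138% to 0.0145%) in medium and 0.0126% (0.0123% to 0.0130%) in dull cells. Lman1, its partner, held 0.0602%, 0.0364% and 0.0171%.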
